# Identification of novel genes potentially involved in somatic embryogenesis in chicory (*Cichorium intybus *L.)

**DOI:** 10.1186/1471-2229-10-122

**Published:** 2010-06-22

**Authors:** Anca Lucau-Danila, Laurent Laborde, Sylvain Legrand, Ludovic Huot, David Hot, Yves Lemoine, Jean-Louis Hilbert, Simon Hawkins, Marie-Christine Quillet, Theo Hendriks, Anne-Sophie Blervacq

## Abstract

**Background:**

In our laboratory we use cultured chicory (*Cichorium intybus*) explants as a model to investigate cell reactivation and somatic embryogenesis and have produced 2 chicory genotypes (K59, C15) sharing a similar genetic background. K59 is a responsive genotype (embryogenic) capable of undergoing complete cell reactivation *i.e*. cell de- and re-differentiation leading to somatic embryogenesis (SE), whereas C15 is a non-responsive genotype (non-embryogenic) and is unable to undergo SE. Previous studies [1] showed that the use of the β-D-glucosyl Yariv reagent (β-GlcY) that specifically binds arabinogalactan-proteins (AGPs) blocked somatic embryo production in chicory root explants. This observation indicates that β-GlcY is a useful tool for investigating somatic embryogenesis (SE) in chicory. In addition, a putative AGP (DT212818) encoding gene was previously found to be significantly up-regulated in the embryogenic K59 chicory genotype as compared to the non-embryogenic C15 genotype suggesting that this AGP could be involved in chicory re-differentiation [2]. In order to improve our understanding of the molecular and cellular regulation underlying SE in chicory, we undertook a detailed cytological study of cell reactivation events in K59 and C15 genotypes, and used microarray profiling to compare gene expression in these 2 genotypes. In addition we also used β-GlcY to block SE in order to identify genes potentially involved in this process.

**Results:**

Microscopy confirmed that only the K59, but not the C15 genotype underwent complete cell reactivation leading to SE formation. β-GlcY-treatment of explants blocked *in vitro *SE induction, but not cell reactivation, and induced cell wall modifications. Microarray analyses revealed that 78 genes were differentially expressed between induced K59 and C15 genotypes. The expression profiles of 19 genes were modified by β-GlcY-treatment. Eight genes were both differentially expressed between K59 and C15 genotypes during SE induction and transcriptionally affected by β-GlcY-treatment: *AGP *(DT212818), *26 S proteasome AAA ATPase subunit 6 *(*RPT6*), *remorin *(*REM*), *metallothionein-1 *(*MT1*), two non-specific lipid transfer proteins genes (*SDI-9 and DEA1*), *3-hydroxy-3-methylglutaryl-CoA reductase *(*HMG-CoA reductase*), and *snakin 2 *(*SN2*). These results suggest that the 8 genes, including the previously-identified *AGP *gene (DT212818), could be involved in cell fate determination events leading to SE commitment in chicory.

**Conclusion:**

The use of two different chicory genotypes differing in their responsiveness to SE induction, together with β-GlcY-treatment represented an efficient tool to discriminate cell reactivation from the SE morphogenetic pathway. Such an approach, together with microarray analyses, permitted us to identify several putative key genes related to the SE morphogenetic pathway in chicory.

## Background

Plants show a high level of plasticity and adapt to changing environmental conditions by extensive modifications in developmental programmes. A striking example concerns the plant's capacity to implement cell pluripotency and totipotency programmes [3]. In pluripotency, a single cell gives rise to most, but not all, of the various cell types that make up a plant. In totipotency, a single cell can develop into an embryo (under certain conditions), thereby producing a new adult organism. During both of these programmes, a single differentiated somatic cell re-enters the cell cycle *via *the cell-reactivation process. Cell reactivation proceeds in two phases [3-5]. Some cells, dispersed within the mesophyll tissue of *in vitro *plantlets seem particularly responsive when induced in an appropriate culture medium. Once induced, these cells - referred to as 'competent' cells - become committed to different morphogenetic pathways such as organogenesis and callogenesis (pluripotency) or somatic embryogenesis (totipotency). However, not all competent cells are able to re-enter the cell cycle and undergo cellular division (even under appropriate culture conditions) and are referred to as 'reactivating cells' (RC). In contrast, if competent cells are able to undergo mitosis they are referred to as 'fully reactivated cells' (FRC).

In the context of our research into plant cell reactivation in chicory, we had previously used the interspecific hybrid '474' (*C. intybus *L. × *C. endivia *L.) [6,7]. In this model, somatic embryos can develop rapidly, in high numbers, and directly from single reactivated cells of different vegetative or reproductive explants (leaves, roots, styles, etc.) [1,4,8-13]. Previous studies have shown that the cell reactivation process takes place between d0 and d4 in *in vitro *cultures of the hybrid '474' [4,7]. Unfortunately, the interspecific hybrid '474' is unsuitable for genetic analyses because of its sterility, and two new experimental genotypes were, therefore, selected: i) a responsive genotype was identified as highly embryogenic in a hybrid population of the Hungarian cultivar Koospol (*C. intybus*) and labelled K59 and ii) a non-responsive genotype, labelled C15, was identified as nonembryogenic among the descendants produced by repeated selfing of the K59 genotype [2].

The generation of subtractive cDNA libraries (K59 *vs *C15 at d4) and sequencing of ESTs enabled our laboratory to obtain preliminary molecular information concerning differences in gene expression between the two genotypes [2]. This study showed that several genes were differentially expressed between the 2 genotypes during somatic embryogenesis and that a gene, encoding a potential arabinogalactan protein (AGP) (contig 0687), was significantly over-expressed in the embryogenic K59 genotype as compared to the non-embryogenic genotype C15. Such an observation is interesting as we had previously shown that the β-D 1,3 Glucosyl Yariv reagent (β-Glc Y) that specifically binds AGPs blocked somatic embryo production in chicory root explants [1]. These two results could suggest that AGPs are involved in cell reactivation in chicory. AGPs are a class of cell wall proteoglycans usually containing a hydroxyproline-rich core protein backbone linked to a very large carbohydrate moiety representing 90-98% of the molecular mass [14,15]. AGPs are widely distributed in higher plants [16] where they are believed to play multiple roles in vegetative-, reproductive-, and cellular-growth and development [17-19]. AGPs have also been associated with the cell re-differentiation process in both carrot and chicory [1,13,20-22].

β-Glc Y is a synthetic molecule that specifically interacts with AGPs in a non-covalent manner [23,24,18] and has been used to selectively precipitate AGPs *in muro *thereby interfering with their functional activity [25]. The use of β-Glc Y has been shown to inhibit cell growth [26], to alter cell elongation in *Arabidopsis *roots [27], to modify programmed cell death and differentiation [28], to inhibit pollen tube growth [29,30], and to inhibit both SE [1,31] and zygotic embryo development [32].

In this study we used 2 different genotypes (K59: responsive; C15: non-responsive) together with β-Glc Y-treatment in an original approach to discriminate cell reactivation from *in vitro *morphogenesis and to analyse cell events during SE induction in chicory. Transcriptomic analyses were performed on probes (annotated chicory ESTs) pre-selected by SSH. Microarrays representing 1,098 unique genes were used to investigate the expression profiles of the two chicory genotypes in the presence and absence of β-Glc Y.

## Results and discussion

### 1. Cytological characterization of cell reactivation (CR) events in chicory

#### The K59 but not C15 genotype shows complete cell reactivation (CR) and somatic embryogenesis (SE) in cultured leaves

We have previously reported preliminary cytological studies on cell reactivation in K59 and C15 chicory explants from greenhouse-grown plants [2]. Here, we present detailed cytological analyses of the two phases that occur during cell reactivation in explants obtained from *in vitro*-grown plantlets of these 2 genotypes (Fig. 1 and additional file 1).

**Figure 1:**
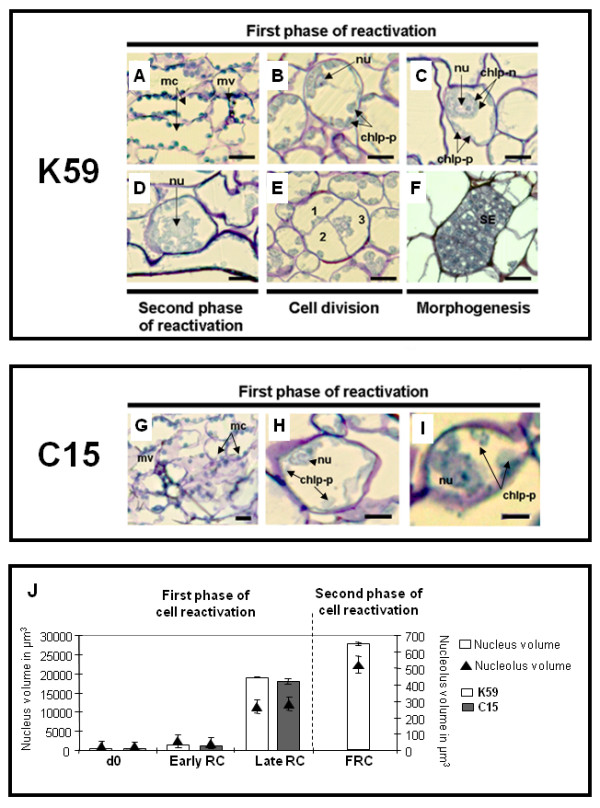
**Cell reactivation and somatic embryogenesis in leaf explants from two chicory genotypes**. A: Sections of K59 leaf explants from in vitro plantlets at d0. B: Early reactivating cells. C: Late reactivating cells. D: The second phase of the cell reactivation (d4). E: Cell divisions (d4). Daughter-cells (1, 2, 3) derived from mitosis of a single FRC. F: Morphogenesis (d11). Somatic embryos (SE) are detected as compact, rectangular-shaped and are composed of dense-embryonary cells. G: Sections of C15 leaf explants from in vitro plantlets at d0. The first phase of cell reactivation in C15 leaf explants proceeds in as similar way to that observed in K59: increase of nuclear volume (H), relocation of plastids around the voluminous nucleus and occurrence of a partial plastid crown (I). Neither fully reactivated cells nor cell division events can be observed. J: Evolution of nuclear- and nucleolar-volumes during cell reactivation in the K59 genotype. The first phase of cell reactivation is characterised by a significant increase in both nuclear volume (white bar, × 40 volume increase) and nucleolar volume (black triangle, × 67) volume increase) as compared to those of differentiated mesophyll cells. The second phase of cell reactivation is characterised by a slight increase of nuclear volume (white bar, × 1.5) and nucleolar volume (black triangle, × 1.9) as compared to the first phase of cell reactivation. Fully reactivated-cell status is given to those dedifferentiated cells able to re-enter the cell cycle in only K59. mc: differentiated mesophyll cells; mv: minor veins; RC: reactivating cells; nu: nucleus; chlp-p: chloroplasts in parietal position; chlp-n: perinuclear crown of chloroplasts; n = 10 semi-thin sections from K59 leaf explants. Bars represent standard error. A-L: Three micrometer-semi-thin sections stained with TBO. Bar = 20 μm.

The first phase of cell reactivation involved several stages of cell reorganisation. At d0, leaves from 6-week old plantlets (both genotypes) contained 5-6 layers of differentiated spongy mesophyll tissue but no palisade mesophyll bordered by a thin epidermis (Fig. 1A, G). Differentiated mesophyll cells were rectangular and characterized by the presence of a thin cell wall lined with a layer of cytoplasm, a turgid single vacuole and a small nucleus (often absent depending upon the section). In addition, numerous chloroplasts (14-16 per section) were observed adjacent to the cell wall. These chloroplasts were flattened and stained strongly with TBO suggesting the presence of high amounts of proteins. Observation of day 4 explants revealed that a small proportion of cells had started to undergo structural reorganisations associated with the first phase of cell reactivation (CR). This first phase can be divided into 2 stages (Early CR and Late CR). The first stage (Early CR) involved modifications to the nucleus that became more spherical and was therefore more easily distinguished in a section plane. In addition, a small nucleolus also appeared (Fig. 1B, H, J).

The next stage (Late CR) was characterised by a large increase in nuclear volume, as well as by important modifications in the structure and distribution of other cellular components (Fig. 1C, I, J). Chloroplasts became more spherical and stained less strongly with TBO. These organelles were located near to the cell wall (as previously observed in early CR) and were also observed next to the nucleus (Fig. 1C, I). In some cases plastids formed a perinuclear crown. In conclusion, this first cell reactivation phase occurs in both K59 and C15 genotypes and is characterised by an important reorganisation in cellular structure with significant increases in both nuclear- (× 40) and nucleolar-(× 67) volumes (Fig. 1J) as compared to d0 explants. Cells in this first phase of cell reactivation are considered as reactivating cells (RC).

Further examination revealed that only the responsive genotype K59 was capable of undergoing the second phase of cell reactivation (Fig. 1D). In this phase, chloroplasts are absent or, if present, have become disorganised and some organelles appeared to be fused together. The centrally-positioned nucleus increased in volume (Fig. 1J) and contained a large unique, (or occasionally double), nucleolus. Cytoplasmic strands became associated with the nucleus and the vacuole fragmented. The second cell reactivation phase is therefore characterised by profound modifications to the structure of organelles and different cell compartments, together with increases in both nuclear- (× 1.5) and nucleolar- (× 1.9) volumes as compared to the first cell reactivation phase. Our results also showed that second phase reactivated cells are able to re-enter the cell-cycle and divide (Fig. 1E) via a segmentation pathway and can therefore be considered as Fully Reactivated Cells (FRCs) according to the definition of Verdeil et al. [3]. Daughter-cells first appeared within the original volume of the FRC and gave rise to a multi-cellular somatic embryo (Fig. 1F).

These results demonstrate that K59 and C15 genotypes show important differences in their capacity to undergo cell reactivation. While K59 is able to complete the 2 cell reactivation phases, C15 cells remain blocked in the first phase. In the latter genotype, no FRCs are formed, and mitoses and multi-cellular structures are absent at d11.

#### Somatic embryogenesis (SE) but not cell reactivation (CR) is blocked in the K59 genotype by β-Glc Y

We had previously demonstrated that SE in chicory roots was blocked by treatment with β-Glc Y suggesting that this reagent represents a useful tool for investigating SE in this species. In order to see whether β-Glc Y also blocked SE in the K59 embryogenic genotype we cultured leaf explants for 11 days in SE induction medium containing β-Glc Y (d11,Y+ samples). Control samples (d11,Y-) were cultured for 11 days in SE medium with no β-Glc Y. The appearance of K59 leaf explants cultured for 11 days in the absence of β-Glc Y (d11,Y-) is shown in fig. 2B. At this stage explants appeared as curled-up green fragments (Fig. 2B) and somatic embryos could be observed as white structures on the cut borders. Closer examination (data not shown) indicated that different embryo developmental stages (globular, heart and cotyledon) could be identified. In contrast, K59 genotype leaf explants cultured for 11 days in the presence of β-Glc Y (d11,Y+) do not produce somatic embryos (Fig. 2C). In these explants β-Glc Y was visible as red dots within the leaf blade. These results clearly indicate that β-Glc Y is able to block SE in the K59 genotype.

**Figure 2:**
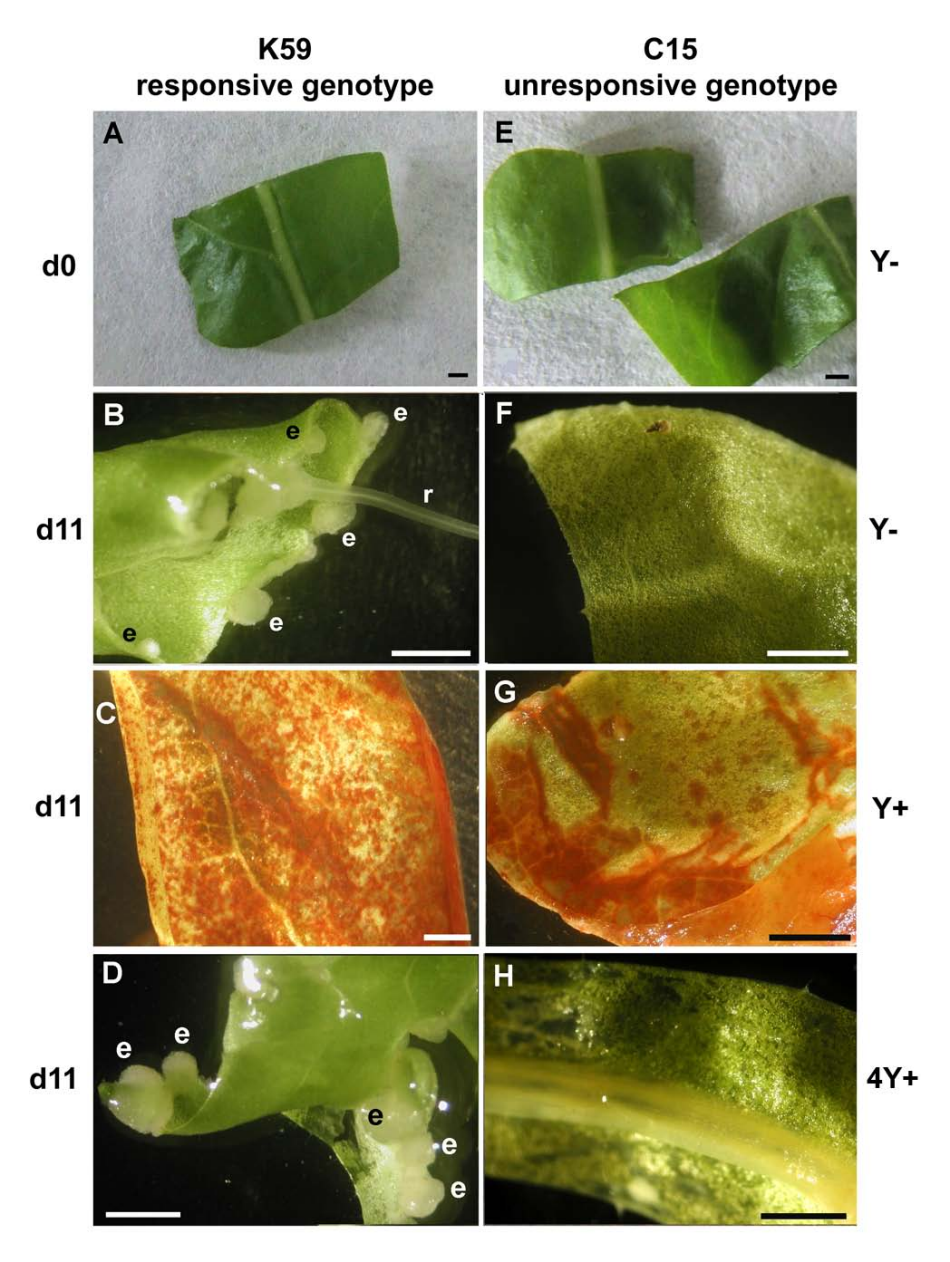
**Characterisation of phenotypes observed in chicory leaf explants from the responsive K59 genotype and the non-responsive C15 genotype, cultured in absence (control condition Y-), or in presence (Y+) of β-Glc Y**. A: Leaf explants of K59 at d0. B: Leaf explants of K59 at d11,Y-. Somatic embryos (e) can be observed at explant borders. Roots (r) can be observed during embryo development. C: Leaf explants of K59 at d11,Y+. Yariv reagent penetrates within the leaf blade. No morphogenetic pattern can be detected. D: leaf explants of K59 cultured for 4 days in presence of β-Glc Y and transferred to new medium deprived of β-Glc Y during 7 days (d11, 4Y+). Cut explant borders curl upwards and somatic embryos (e) can be observed. E: Leaf explants of C15 at d0. F: Leaf explants of C15 at d11,Y-. No morphogenetic pattern can be detected. G: Leaf explants of C15 at d11,Y+. Yariv reagent penetrates within the leaf blade. No morphogenetic pattern can be observed. H: leaf explants of C15 cultured for 4 days in presence of β-Glc Y and transferred to a new medium deprived of β-Glc Y during 7 days (d11, 4Y+). No somatic embryos can be detected. Bar = 2 mm.

In order to see whether β-Glc Y inhibition of SE is permanent we cultured explants for 4 days in SE induction medium containing β-Glc Y, followed by transfer to medium lacking β-Glc Y for a further 7 days (d11,4Y+ samples). Our results (Fig. 2D) show that at 11 days the red dots (β-Glc Y) had disappeared and that somatic embryos were visible. Further observations (data not shown) indicated that the embryos appeared very rapidly, (after 1-2 days) following transfer to medium lacking β-Glc Y. These results indicate that β-Glc Y inhibition of SE is reversible in the K59 genotype. Identical treatments with the C15 genotype (Figs. 2F, 2G, and 2H) confirmed that this genotype is not capable of producing somatic embryos in the conditions examined.

Taken together, these results confirmed 1) that the K59 genotype, but not the C15 genotype, was responsive (embryogenic) when leaf explants were cultured in SE induction medium and 2) that the 11-day β-Glc Y-treatment blocked the *in vitro *morphogenetic development in the K59 chicory genotype. Our results also show that the inhibitory effect of β-Glc Y on SE in K59 leaf explants is not permanent and can be rapidly reversed as was previously observed in root explants of the chicory hybrid '474' [1]. Interestingly, reversible inhibition by β-Glc Y has also been reported in the case of pollen tube growth in several species [30], as well as in zygotic embryo differentiation in *Arabidopsis *[32].

Our results indicated that SE in the K59 genotype was reversibly blocked by β-Glc Y. In order to see whether this inhibition concerned cell reactivation and/or the subsequent morphogenetic pathway we analyzed sections of leaf explants cultured for 4 days in SE induction medium containing β-Glc Y. Our results (Figs. 3A, B) showed that although β-Glc Y had a significant effect on cell reactivation (significant reduction in the percentages of RCs and FRCs), it did not completely block this process in the K59 genotype. Since no somatic embryos can be observed in explants cultured for 11 days in the presence of β-Glc Y, this would suggest that the main inhibitory effect of this reagent acts on the morphogenetic pathway following cell reactivation. The observation (data not shown) that embryos are rapidly formed following β-Glc Y removal could suggest that cells remain blocked at the FRC stage thereby allowing rapid morphogenetic development once the inhibitor is eliminated. Similar analyses of C15 genotype explants indicated that only RCs were present in both the presence and absence of β-Glc Y (data not shown).

**Figure 3:**
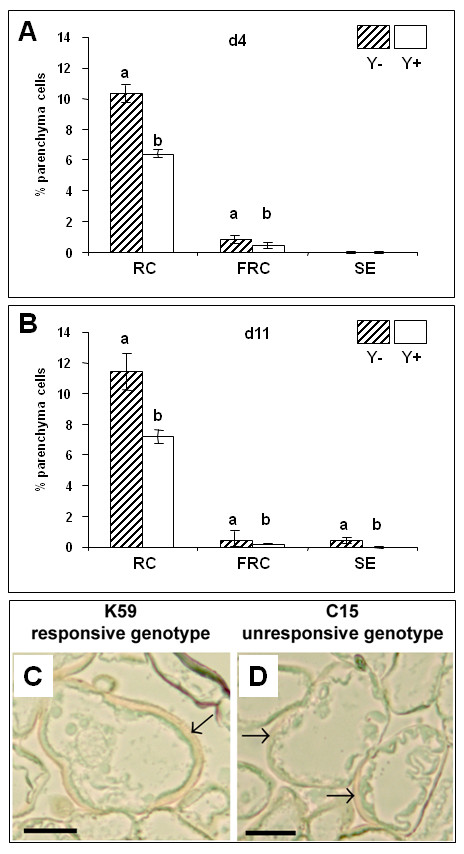
**Effects of the β-1,3-D Yariv treatment during SE induction**. A and B: Effects of β-1,3-D Yariv treatment on the occurrence (white columns) of reactivating cells (RC), fully reactivated cells (FRC) and somatic embryos (SE) in K59 explants at d4 and d11. All RC are not able to go through the second phase of cell reactivation to reach FRC status, however, the majority of FRC will form somatic embryos at d11. When β-1,3-D Yariv is applied, the numbers of RC and FRC are significantly decreased, and no somatic embryos are produced at d11. C and D: The Yariv reagent is clearly detected as an orange coloration within leaf tissue and it can be observed surrounding reactivating cells (arrows). Three micrometer semi-thin sections observed under Nomarski phase contrast. Bar = 20 μm. Hatched columns = control conditions (absence of β-1,3-D Yariv). The Student-Newman-Keuls test was applied on data collected from 10 independent slides. For one event, different letters indicate significant differences. Bars represent standard errors.

#### SE inhibition by β-Glc Y is potentially associated with cell wall modifications

Observations of sections from leaf explants (K15 and C15 genotypes) cultured for 4 days in the presence of β-Glc Y indicated that the Yariv reagent was present as an orange coloration surrounding certain mesophyll cells (Figs. 3C, D). No coloration was observed inside these cells. Such an observation is logical since the β-Glc Y molecule is small enough to penetrate the intercellular space of plant tissues, but too large to cross the plasma membrane [26]. Since β-Glc Y is known to interact with AGPs [23,18,25] our results could suggest that β-Glc Y co-localised with cell wall AGPs.

Visual inspection of mesophyll cell walls coloured orange by β-Glc Y suggested that they were thicker than the walls of neighbouring mesophyll cells not coloured by β-Glc Y (data not shown). Interestingly, such cell wall thickening in the presence of β-Glc Y was also observed during cell reactivation in the chicory '474' hybrid [13]. In this case, further studies [33] indicated that callose was deposited around FRCs. These results could suggest that the β-Glc Y reagent modifies cell wall assembly in chicory, possibly by preventing the incorporation of secreted material into the cell wall as previously observed in lilly [34]. In this species, β-Glc Y binds to AGPs and destabilizes cell wall assembly by blocking the deposition of pectin material in the cell wall. In addition, the periplasmic space expands as a result of the accumulation of vesicles containing AGPs and pectins, and synthesis of callose is simultaneously induced. A direct link between AGPs and pectin has also been previously observed in carrot [35] where it has been shown that cell wall AGPs may be covalently linked to pectin containing a homogalacturonan structural element.

### 2. Transcriptome profiling during cell reactivation in chicory

#### Transcriptome profiling identifies genes differentially regulated between embryogenic and non-embryogenic genotypes

Our detailed microscopic analyses had shown that while both K59 and C15 genotypes undergo the first phase of cell reactivation, only K59 undergoes the second phase, followed by the formation of somatic embryos. In order to learn more about the molecular bases of these biological processes we performed transcriptome profiling using chicory specific microarrays corresponding to 1,098 genes previously identified in a chicory SSH library [2].

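The microarrays carried PCR fragments of chicory cDNA clones, each hybridized with a pair of RNA samples labelled with Cy3 and Cy5, so that each measurement is the log2 of a ratio between 2 samples. The deposited table lists 2112 probes, named by the plate and well of their clone (22 plates of 96 wells), and gives the authors' processed log2 ratio of each probe in 5 comparisons. The authors removed artefactual, saturated and low-signal spots, subtracted the background, applied a global lowess and a print-tip median normalization to each slide, and removed probes with opposite behaviour after the dye swap. The methods give 3 biological replicates and 6 hybridizations per condition, but the table holds 1 value per probe and comparison. There is therefore no replicate spread here, no test was made, and a difference between values could not be set against experimental error. How the hybridizations were combined is not stated in the methods. At least 1 value is present for 1497 probes, all 5 values for 467, and no value for 615. For SE induction, K59 d4 vs. K59 d0 has a value for 867 probes and C15 d4 vs. C15 d0 for 1169. The median log2 ratio was 0.10 in K59 and 0.06 in C15, and the spread over all probes (median absolute deviation, scaled to match the SD of a normal distribution) was 1.16 in K59 and 0.30 in C15. The direction of the ratios follows the sample labels, which place d4 over d0, and the scale follows Additional file 2, whose induction values correlate with the deposited ones with r = 0.99 in K59 and 0.95 in C15 across genes. Probes were counted as regulated at a log2 ratio of at least 1 or at most -1, the filter of the methods. The FDR and SAM steps need the separate hybridizations and were not repeated, so these counts are of probes before those filters and not of unique genes. Names were given to probes only where Additional file 2 pairs the clone with a gene.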

In a first experiment we compared the expression profiles of d4 leaf explants under SE induction conditions *versus *d0 for both genotypes. Expression profiles are represented as a Venn diagram in Fig. 4 (circle E: K59 embryogenic genotype, circle NE: C15 non-embryogenic genotype). 

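After 4 days of SE induction, 353 probes passed the threshold in K59, of which 150 were up-regulated and 203 down-regulated. In C15 the number was 115, with 18 up-regulated and 97 down-regulated. Both genotypes had a value for 811 probes. Among these, 234 passed the threshold in K59 only (137 up and 97 down), 6 in C15 only (1 up and 5 down), and 94 in both genotypes in the same direction. A further 4 probes passed it in opposite directions. Of the 18 probes up-regulated in C15, 8 have no K59 value and are in none of these groups. The balance of up and down in K59 only depended on the setting, with 107 up and 106 down after subtracting the median of each comparison and 61 up and 92 down at a threshold of 1.5. The alternative that moved the number for K59 only the most was restricting the count to the genes of Additional file 2, which left 66 probes. Passing the threshold in K59 and not in C15 is not a test of the difference between the genotypes. When the log2 ratios of K59 and C15 also had to differ by at least 1, 151 probes remained in the K59 only group. Across the 811 probes the log2 ratios of the genotypes correlated with r = 0.79 (Spearman 0.71), and across the 473 probes within the threshold in both with r = 0.44. Probes are not independent replicates. The strongest increases in K59 were those of clones E011D8 (5.22) and E008D1 (3.25), which Additional file 2 does not name, and the strongest decreases were those of a RuBisCO small subunit (clone N104E4, -5.50) and of clone E010G3 (-5.45).

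**Figure D1:**
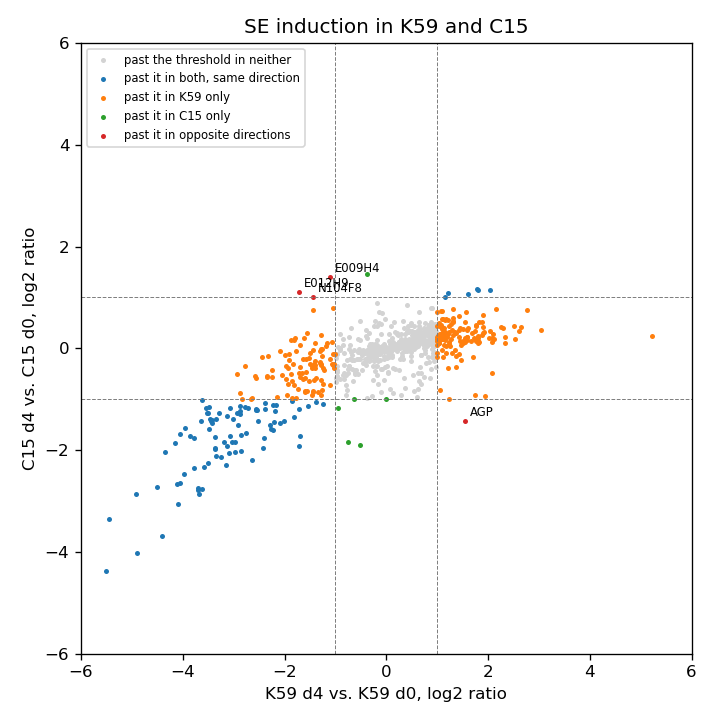
Log2 ratio of each probe after SE induction in K59 (x axis, d4 vs. d0) and C15 (y axis, d4 vs. d0), with dashed lines at the threshold and colours for the group of each probe. The 234 probes past the threshold in K59 only lie to the left and right of the centre, and the 4 probes past it in opposite directions are named by gene or clone.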

Seventy-five (68+7) out of the 1,098 genes analysed were found specifically or differentially expressed in E, 3 (2+1) genes were found specifically regulated in NE, and 46 genes were similarly regulated in both E and NE genotypes. These results suggest that the 78 (75+3) genes specifically or differentially regulated in the K59 and C15 genotypes during *in vitro *induction of SE could be involved in the different cell fate and SE pathways taken by these 2 genotypes. It is possible that the group of 46 genes regulated similarly in both genotypes might represent a common stress response to the induction culture conditions and/or these genes might be involved in the cell reactivation process common to both genotypes.

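The probes that differed between genotypes by this filter, in K59 only, in C15 only or in opposite directions, numbered 244, of which 69 are genes of Additional file 2 and 175 are not. The 137 probes up-regulated in K59 only had a median log2 ratio of 1.34 in K59 and 0.24 in C15. The 97 probes down-regulated in K59 only had a median of -1.57 in K59 and -0.38 in C15. The paper proposes a possible role in the different cell fate of the 2 genotypes for its own 78 genes after FDR and SAM. That proposal does not rest on these 244 probes.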

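Of the 94 probes that passed the threshold in the same direction in both genotypes, 88 were down-regulated and 6 up-regulated. Of these probes, 38 are genes of Additional file 2. The 88 down-regulated probes had a median log2 ratio of -3.14 in K59 and -1.6 in C15, and 86 of them were lower in K59 than in C15, with a median difference of -1.32. Both clones listed as RuBisCO small subunit among the named probes belong to this group, N104E4 with a log2 ratio of -4.37 in C15 and E007F11 with -4.89 in K59 and -4.02 in C15.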

**Figure 4:**
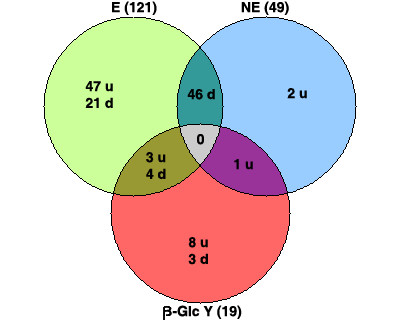
**Venn diagram depicting gene expression profiles in K59 and C15 genotypes following SE induction**. The circle E (embryogenic) represents the number of genes specifically expressed in K59 genotype (up-regulated or down-regulated in contrast with C15) or differentially expressed (with opposite profiles in K59 and C15) after 4 days of *in vitro *induction of SE (K59 d4 *vs*. K59 d0). The circle NE (non-embryogenic) represents the number of genes specifically or differentially expressed in the C15 genotype after 4 days of *in vitro *induction of SE (C15 d4 *vs*. C15 d0). The β-Glc Y ring represents the number of genes (in both K59 and C15 genotypes) whose expression is modified after 4 days of *in vitro *induction in presence of β-Glc Y (K59 or C15 4 d *in vitro *induction in presence of β-GlcY *vs*. K59 or C15 4 d *in vitro *induction in absence of β-GlcY). u: up-regulated; d: down-regulated.

#### Transcriptome profiling and β-Glc Y-treatment identifies genes potentially involved in the SE morphogenetic pathway

Our cytological analyses (Figs. 1, 3) indicated that β-Glc Y-treatment inhibits the morphogenetic pathway leading to somatic embryo formation but has little effect on the cell reactivation process. The Yariv reagent therefore represents a useful tool to separate cell reactivation events from the SE pathway. In order to specifically identify genes potentially involved in these different processes we performed transcriptome profiling on both K59 and C15 leaf explants cultured for 4 days in the presence/absence of β-Glc Y (Figs. 4, 5). 

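For the β-Glc Y experiment, explants cultured for 4 days with 250 µM of the reagent (Y+) were compared on the array with explants cultured for 4 days without it (Y-), for each genotype separately. β-Glc Y is a synthetic phenylglycoside that binds arabinogalactan-proteins. The deposited table gives a log2 ratio of Y+ over Y- for 1201 probes in K59 and 1260 in C15. The median was 0 in both, and the spread over all probes was 0.22 in K59 and 0.21 in C15, so that the threshold lies far outside the bulk of the probes. In K59, 31 probes passed the threshold (7 up and 24 down), and in C15 61 probes (13 up and 48 down). The K59 and C15 comparisons share no RNA, and across the 976 probes within the threshold in both their log2 ratios correlated with r = 0.54 (Spearman 0.51). Across all 1044 probes with both values r was 0.77.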

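The deposited table also holds a direct comparison of K59 d0 with C15 d0, with a value for 492 probes. It includes all 135 genes of Additional file 2 and 357 of the 1977 other probes. None of the 135 genes passed the threshold, and their largest absolute log2 ratio was 0.60. Among the 357 other probes, 40 did, 33 with a higher and 7 with a lower signal in K59. The highest values were those of clones E005A4 (2.62) and E016D3 (2.56), and the lowest those of E010F2 (-2.16) and E006G2 (-2.0). The direction rests on the sample labels alone and is not settled. The log2 ratios of this comparison correlate negatively with those of induction (r = -0.54 with K59 and -0.52 with C15). These correlations do not decide the direction, because error in shared d0 RNA predicts opposite signs for K59 and C15 whichever way the ratio points. With the sign turned, 7 probes would be higher and 33 lower in K59. Exactly 0.00 is listed for 57 probes, 48 of which are genes of Additional file 2. The d0 column of Additional file 2 correlates with the deposited d0 values with r = -0.07 across the 135 genes. The methods state a dye swap for every condition, whereas the deposited description excepts this comparison from the 6 hybridizations.

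**Figure D2:**
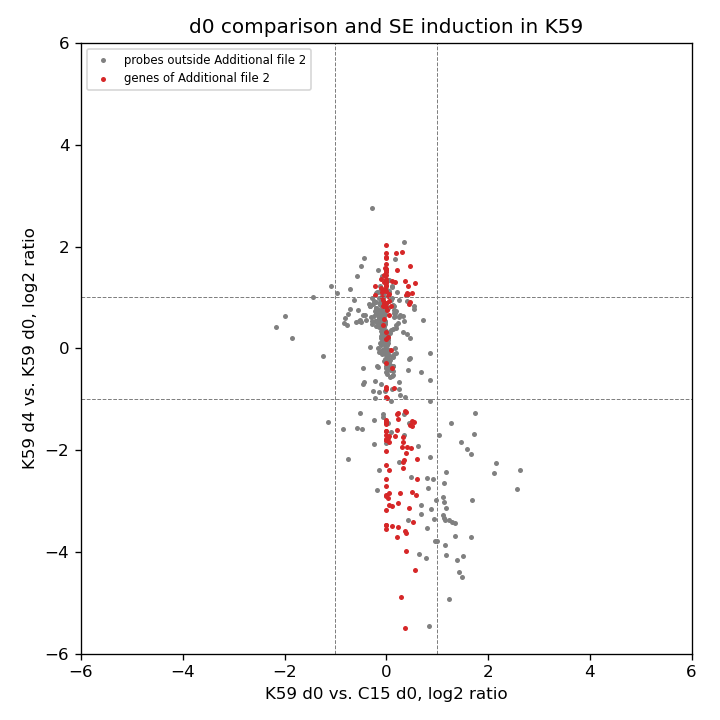
Log2 ratio of each probe in K59 d0 vs. C15 d0 (x axis) and K59 d4 vs. K59 d0 (y axis), with dashed lines at the threshold. Genes of Additional file 2 (red) stay within 0.60 of 0 on the x axis, and the 40 probes past the threshold at d0 are all outside that file (grey).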

An initial examination of our results had shown that the expression profiles of d0 K59- and C15-explants did not show any significant differences (see additional file 2), thereby allowing a direct comparison of the results obtained separately (d4 samples, presence/absence β-Glc Y) for both genotypes.

**Figure 5:**
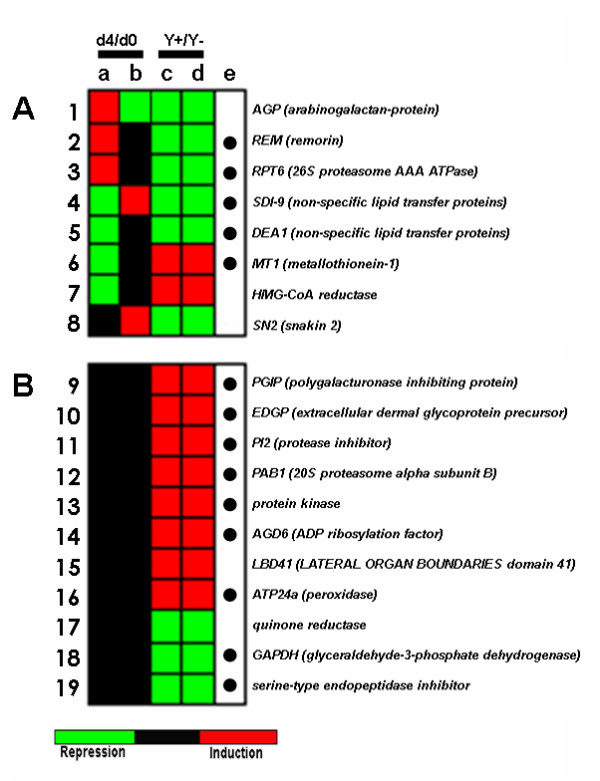
**Ternary clusters representing expression profiles of genes affected by β-GlcY-treatment**. A: genes specifically or differentially expressed in K59 and C15 genotypes, and whose expression is affected by β-GlcY; B: genes whose expression is affected by β-GlcY-treatment but is not modified during cell reactivation in K59 and C15 genotypes. Columns represents K59 d4 *vs*. K59 d0 (a); C15 d4 *vs*. C15 d0 (b); K59 d4 in presence of β-GlcY *vs*. K59 d4 in absence of β-GlcY (c); C15 d4 in presence of β-GlcY *vs*. C15 d4 in absence of β-GlcY (d). Red colour indicates gene induction, whereas green colour indicates repression. Induction corresponds to a log2 ratio ≥1, and repression to a log2 ratio ≤ -1. The column (e) corresponds to chicory genes (black circle) that have previously been described in the literature as being associated with wound-/pathogen responses in *Arabidopsis thaliana*.

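In the presence of β-Glc Y, 24 probes passed the threshold in both genotypes in the same direction, 6 up-regulated and 18 down-regulated. Counting a change in at least 1 genotype gave 68 probes, the alternative that raised this number the most. Of the 24 probes, 11 also differed between K59 and C15 after SE induction. Another 6 passed the threshold after induction in neither genotype. Probes without both induction values are in neither of these groups. The 24 include 10 of the 19 genes of Fig. 5, of which 5 are in panel A and 5 in panel B. At a looser cutoff, a log2 ratio of 0.75 or more in the drawn direction in both genotypes, 17 of the 19 genes were included. This cutoff was not among the alternatives set beforehand, and it also admits many probes outside Fig. 5. Among the 14 other probes are 4 genes that Additional file 2 names, an RNA helicase (clone N102G9), a HyPRP (E007E2), an amino acid permease (E002B7) and an extensin-related protein (E001A11). For these 4 genes the sources conflict, since the paper's values in that file are 0.31, 0.19, 0.11 and 0.11 in K59 and 0.052, 0.27, 0.22 and 0.35 in C15, in the same order, against deposited values of -1.02, -1.17, -1.14 and -1.08 in K59 and -1.28, -1.25, -1.51 and -1.21 in C15. Many of the down-regulated probes share similar values. In all, 54 probes lay at or below -0.75 in both genotypes, with a median of -0.94 in K59 and -1.26 in C15, and 9 genes of Fig. 5 are among them.

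**Figure D3:**
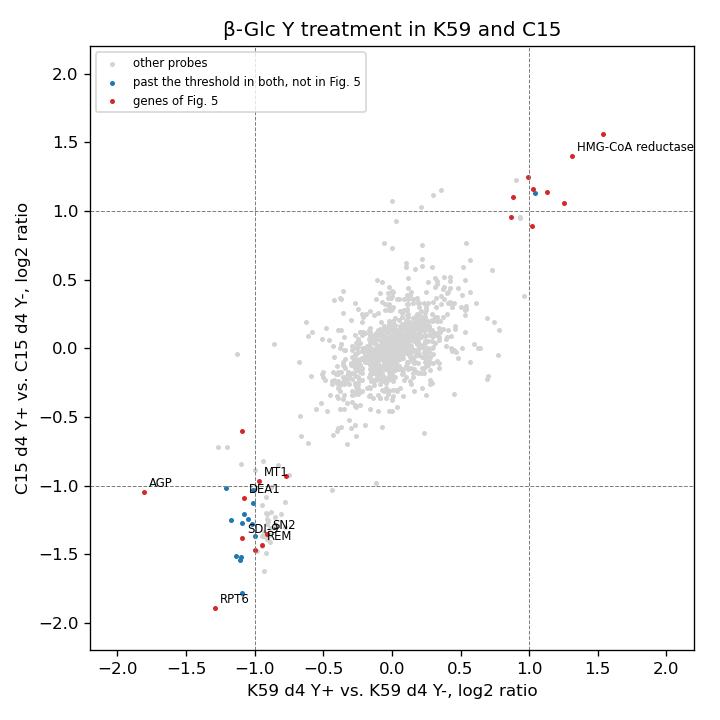
Log2 ratio of each probe after β-Glc Y treatment in K59 (x axis, Y+ vs. Y-) and C15 (y axis, Y+ vs. Y-), with dashed lines at the threshold. Genes of Fig. 5 are red, with those of panel A named, and the 14 other probes past the threshold in both genotypes are blue.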

Our results (Fig. 4, circle β-Glc Y) indicate that only relatively few genes (19 from 1,098) show changes in gene expression in the presence of β-Glc Y. Of these 19 genes, 8 (7 + 1) genes were both differentially expressed between K59 and C15 during SE induction and affected by β-Glc Y-treatment. These results suggest that these genes could be involved in the morphogenetic pathway leading to somatic embryo formation in chicory. Among the 8 genes, 2 encode cell wall proteins: *arabinogalactan-protein *(DT212818), and *remorin *(DT211027). The other 6 genes are not directly related to the cell wall-compartment and include *26 S proteasome AAA ATPase subunit 6 *(DT212545), *non-specific lipid transfer proteins *(DT213069, DT212585), *metallothionein-1 *(DT211058), *HMG-CoA reductase *(DT213261), and *snakin 2 *(DT211070) (Fig. 5A).

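Of these 8 genes in panel A of Fig. 5, 7 had a deposited value in K59 d4 vs. K59 d0, all 7 with the sign drawn in the figure and 6 in its class of induced, unchanged or repressed. In C15 d4 vs. C15 d0 the class was as drawn for 6 of 8 genes. After β-Glc Y it was as drawn for 5 of 8 genes in K59 and 7 of 8 in C15, and the sign for 7 of 8 in each. From the joint pattern, the paper proposes that these genes may have a part in the morphogenetic pathway.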

The gene encoding the peptide core of a putative AGP (DT212818) was differentially expressed in K59 (up-regulated) and C15 (down-regulated) genotypes during SE induction, and repressed (both genotypes) by β-Glc Y-treatment (Fig. 5A line 1). Such an observation is in agreement with our previous results in chicory [2], as well as Affymetrix transcriptome analyses in *Arabidopsis *cells [36] showing that the expression levels of 9 out of the 43 genes encoding an AGP core polypeptide were modified by β-Glc Y treatment. 

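The AGP probe (clone E005B11) had a log2 ratio of 1.55 in K59 and -1.43 in C15 after induction, a difference of 2.98. After β-Glc Y it was -1.81 in K59, the lowest value of that comparison, and -1.05 in C15. The AGP is also among the 54 probes with low values in both genotypes. At d0 its listed value is 0.00, as for 48 genes of Additional file 2, whereas that file gives 0.19 for the AGP. Such values of 0.00 may have been filled in, so equal expression at d0 cannot be read from this value.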

In *Arabidopsis *cells, no AGP gene was induced more than 2-fold following 10 h β-Glc Y-treatment but several AGPs were down-regulated more than 2-fold. These results, together with the observations [1,13,20-22] that AGPs are associated with the cell re-differentiation process in both carrot and chicory provide strong support for the role of the putative AGP (DT212818) in chicory SE. Only one AGP-like gene (DT212818, corresponding to contig 0687) was represented on our microarray design since it was the only one whose differential expression was confirmed by Q-RT-PCR [2]. Nevertheless, it would obviously be interesting to investigate the effect of β-Glc Y-treatment on the expression of other chicory AGP genes.

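For the remorin probe (clone N104B1), the log2 ratio after induction was 1.11 in K59 and 0.25 in C15, a difference of 0.86.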

Our results (Fig. 5A, line 2) also showed that a second 'cell wall gene' *REM*, a remorin encoding gene (DT211027), was specifically up-regulated during SE induction in K59 cells, but not in C15 cells. The gene was also down-regulated by β-Glc Y treatment in both genotypes. 

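After β-Glc Y, REM had a log2 ratio of -0.95 in K59, which rounds to the threshold without reaching it, and -1.43 in C15. It is among the 54 probes with similar low values in both genotypes.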

Remorins were first discovered in a screen for plasma membrane proteins differentially phosphorylated in the presence of oligogalacturonides [37] and were recently reviewed [38]. The observation that a chicory *REM *(DT211027) was down-regulated by β-Glc Y could be related to the fact that such treatment immobilises oligogalacturonic acids (OGAs) and polygalacturonic acids (PGAs) in the periplasmic space [34]. Our results showed that both *REM *(DT211027) and *AGP *(DT212818) were up-regulated in the K59 genotype during SE induction. These observations suggest that cell wall reorganization could play an important role in SE, with AGP potentially contributing to the transport of pectin-like material [34] or covalent linkages [35], and remorin being involved in OGA-/PGA-binding and signalling [39]. Interestingly, we have previously shown that SE in chicory involves a complete re-organisation of cell wall architecture and pectin modifications [40].

Of the other 'non-cell wall genes' potentially involved in SE, *RPT6 *encoding the regulatory AAA ATPase subunit 6 of the 26 S proteasome, was up-regulated during the induction phase in K59, but not C15 (Fig. 5A line 3). β-Glc Y-treatment considerably down-regulated *RPT6*-expression in both genotypes. 

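RPT6 (clone E001E6) rose to a log2 ratio of 1.23 in K59 and 0.33 in C15, a difference of 0.90 that was not tested. With β-Glc Y its log2 ratio was -1.29 in K59, second only to the AGP among the decreases, and -1.89 in C15, the lowest value of that comparison, ahead of clone N104F5 (-1.78). RPT6 also belongs to the 54 probes with low values in both genotypes.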

The proteasome pathway is one of the most elaborate regulatory mechanisms in plants [41] and has been shown to be involved in plant development. For example MG132, a specific inhibitor of the 26 S proteasome, interferes with the entry of plant cells into the S phase of the cell cycle [5] as well as the passage G2/metaphase in yeast [42]. The observation that *RPT6*-expression is genotype-dependant and modified by β-Glc Y-treatment in chicory could suggest that the responsiveness to the induction of *in vitro *morphogenesis might be proteasome-mediated. In this case, it is possible that RPT6 could influence the transition from RC to FRC status and, consequently, cell fate determination in chicory explants.

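The SDI-9 probe (clone E009A6) had a log2 ratio of -1.45 in K59 and 0.75 in C15 after induction, below the threshold in C15. The DEA1 probe (clone E002A7) had -0.28 in K59 and 0.08 in C15, within the threshold in both genotypes. With β-Glc Y, SDI-9 stood at -1.09 in K59 and -1.38 in C15, and DEA1 at -1.08 and -1.09. Both are among the 54 probes with low values in both genotypes.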

Our results (Fig. 5A, lines 4 and 5) also showed that two genes encoding nsLTPs (DT213069, DT212585) were differentially expressed between K59 and C15 during SE induction. β-GlcY-treatment down-regulated the expression of these 2 genes in both genotypes. The first gene (DT213069) shares sequence homology with *SDI-9 *from *Helianthus annuus *and the second gene (DT212585) shares sequence homology with *DEA1 *from *Lycopersicon esculentum*. The presence of nsLTPs during SE has previously been reported in other species such as grapevine [43,44] and carrot [45]. In the latter species, it was shown [46] that nsLTP gene expression followed, rather than preceded SE. Interestingly, we have previously shown [47] that a 9-kDa acidic nsLTP-like protein was secreted by the embryogenic cells of roots in the chicory interspecific hybrid '474' and that SE in chicory is also associated with increases in phosphatidylcholine and triacylglycerols thereby suggesting that changes in lipid and fatty acid composition might be involved in this process [48].

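In the deposited table the metallothionein-1 probe (MT1, clone N104E6) had a log2 ratio of -2.88 in K59 and -1.29 in C15 after induction, past the threshold in both genotypes and lower in K59 by 1.59. With β-Glc Y its log2 ratio was -0.97 in K59 and -0.97 in C15, below 0 in both and among the 54 probes with low values. Additional file 2 lists values of 1.23 and 1.27, which are the paper's, for these β-Glc Y comparisons.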

Another gene, *Metallothionein-1 *(*MT1*) was down-regulated in K59 but not C15 during *in vitro *induction, and up-regulated in both genotypes by β-GlcY (Fig. 5A, line 6). The described role of metallothioneins is to bind metals and these proteins are therefore involved in plant responses to salinity and oxidative stress [49]. Alterations in the cellular redox status have been shown to be associated with *in vitro *SE [50-57]. In chicory, glutathione S-tranferases (DT212623 and DT213268) that belong to a complex anti-oxidant mechanism within the cell, together with catalase (DT213897) and MT1 (DT213289) were found to be more abundant or exclusively present in a non-embryogenic subtractive library [2]. Such an observation could suggest that 'low' levels of oxidative stress are associated with a non-embryogenic status in chicory and that 'higher' levels are associated with SE events. The fact that MT1 was down-regulated in K59 during SE induction is in agreement with this hypothesis. In this case it is possible that the up-regulation of MT1 observed during β-GlcY-treatment not only protects the cells against oxidative stress, but also modifies the cellular redox status thereby impeding SE formation.

Finally, two other genes with a less evident role in SE events were also differentially regulated between the two genotypes during SE induction. *3-hydroxy-3-methylglutaryl-CoA reductase *(*HMG-CoA reductase*) encodes an enzyme in the mevalonate pathway [58] and our results (Fig. 5A, line 7) showed that the corresponding chicory gene (DT213261) was down-regulated in the embryogenic genotype K59 during *in vitro *induction. Such an observation is interesting since we had previously shown that the corresponding transcript was abundant in a non-embryogenic subtractive library [2]. 

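HMG-CoA reductase (clone E011F11) had a log2 ratio of -2.05 in K59 and -0.52 in C15 after induction, a difference of -1.53.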

The fact that β-Glc Y-treatment up-regulated the *HMG-CoA reductase *gene in both chicory genotypes also suggests that the expression of this gene is negatively correlated with SE. 

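The β-Glc Y log2 ratios of HMG-CoA reductase, 1.31 in K59 and 1.4 in C15, were exceeded in each genotype only by that of EDGP (clone E010H12), with 1.54 in K59 and 1.56 in C15.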

The last differentially-regulated gene *Snakin 2 *(*SN2*) is putatively involved in developmental regulation processes and in defence [59,60]. 

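The snakin 2 probe (SN2, clone N104F11) had no deposited value in K59 d4 vs. K59 d0, so its response in K59 could not be examined. Its log2 ratio in C15 after induction was 1.93, below only that of clone N103H10 (2.59). With β-Glc Y it was -0.91 in K59 and -1.35 in C15, among the 54 probes with similar low values.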

Our results (Fig. 5A, line 8) showed that the gene (DT211070) was up-regulated in C15, but not K59, during *in vitro *SE induction. β-Glc Y-treatment down-regulated *SN2 *gene expression in both genotypes.

##### β-Glc Y-treatment affects the expression profiles of genes not involved in SE

Our results showed that β-Glc Y-treatment modified the expression profiles of 11 genes not involved in SE (i.e. genes showing no differential expression between d0 and d4 in both genotypes; Figs. 4 and 5B). These genes encode polygalacturonase inhibiting protein (PGIP, DT213313), extracellular dermal glycoprotein precursor (EDGP, DT213213), protease inhibitor (PI2, DT210863), 20 S proteasome alpha subunit B (PAB1, N102_E10), protein kinase family protein (DT212527), ADP ribosylation factor GTPase activating protein (AGD6, DT213194), LATERAL ORGAN BOUNDARIES domain protein 41 (LBD41, DT213326), peroxidase (ATP24a, DT212627), quinone reductase (DT213653), glyceraldehyde-3-phosphate dehydrogenase (GAPDH, DT212581), and serine-type endopeptidase inhibitor (DT213247).

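All 8 genes of panel B that had a value in K59 d4 vs. K59 d0, and all 10 that had one in C15 d4 vs. C15 d0, stayed within the threshold after induction. The values nearest to it were those of PI2 in C15 (clone N101E12, 0.90) and PAB1 in K59 (clone N102E10, 0.84). EDGP had no value in either, and PI2 and the protein kinase (clone E001C5) none in K59. With β-Glc Y, all 11 genes had the sign drawn in Fig. 5B in both genotypes, and 7 of 11 passed the threshold in each. PAB1 stood at 1.25 in K59 and 1.06 in C15, PI2 at 1.13 and 1.14, and the protein kinase at 0.99 and 1.25. LBD41 (clone E012F12) had 1.02 and 0.89, and ATP24a (clone E002F2) 0.88 and 1.1. Among the repressed genes, GAPDH (clone E002A3) had -1.00 in K59 and -1.47 in C15, the serine-type endopeptidase inhibitor (clone E017B9) -1.09 and -0.60, and the quinone reductase (clone E017C3) -0.77 and -0.93. GAPDH and the quinone reductase are among the 54 probes with low values in both genotypes.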

The observed modifications in the expression profiles of these genes can be most likely interpreted as a direct or indirect response of plant cells to β-Glc Y independent of SE-related events. For example, PGIP (Fig. 5, line 9) is a secreted protein involved in plant defence at the cell wall [61] where it is believed to modulate the activities of fungal polygalacturonases targeting cell wall pectins [62]. 

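PGIP (clone E012E7) had a β-Glc Y log2 ratio of 0.87 in K59 and 0.96 in C15, below the threshold in both. After induction its log2 ratio was 0.65 in K59 and 0.44 in C15.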

In lilly, β-Glc Y has been shown [34] to block pectin-containing vesicules in the periplasmic space and it is therefore possible that the exposure of explants to this reagent interferes with correct cell wall assembly thereby provoking a defence response involving PGIP gene up-regulation. Similarly, a chicory homologue (DT213194) of *Arabidopsis *AGD6, an ADP-ribosylation factor GTPase activating protein (ArfGAP) was up-regulated during β-Glc Y-treatment (Fig. 5 line 14). 

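The AGD6 homologue (clone E010G4) had a log2 ratio of 1.03 in K59 and 1.16 in C15 with β-Glc Y, against -0.39 and -0.32 after induction.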

*Arabidopsis *contains 15 proteins with ArfGAP domains termed AGD proteins [63]. The GTP-bound form of ARF is essential for the maintenance of normal Golgi morphology [64] and correct cell wall assembly [65]. It is therefore possible that β-Glc Y interferes with correct cell wall assembly thereby provoking modifications in a gene (DT213194) involved in this process.

##### β-Glc Y treatment mimics wound- and pathogenic-like effects

Previous studies [36,66] have shown that β-Glc Y-treatment induces a wound response in *Arabidopsis *cells including modifications in gene expression. Similarly, comparative studies of wound and stress signalling [67] have revealed the existence of extensive cross-talk in *Arabidopsis *and other species. Interestingly, a number of reported mimetic effects between the response to β-Glc Y and the responses to wounding and pathogen attack in chicory have also been reported [36,59,61,66,68-72]. Examination of our results (Fig. 5, column e) showed that, of the 19 genes whose expression was modified by β-Glc Y, 14 also showed similar modifications to wounding or pathogen treatment. Such an observation suggests that β-Glc Y-treatment in chicory mimics a wounding-/pathogen-response. In other plants, β-Glc Y-treatment has been shown to induce different effects depending upon the explant type, culture medium and species. For example, in rose cell suspension cultures, a 7-day β-Glc Y-treatment did not lead to a loss of viability [26], whereas in *Arabidopsis *cells, β-Glc Y-treatment led to loss of viability, and programmed cell death [36]. In chicory, we did not observe any necrosis or collapsed cells in either macroscopic or microscopic leaf samples suggesting that the 'wounding' effect of β-Glc Y-treatment in our system remains relatively mild despite the modifications observed in 'defence' gene expression profiles.

## Conclusions

The two analysed chicory genotypes differed in their morphogenetic capacities. The C15 unresponsive (non-embryogenic) genotype was able to enter the first phase of cell reactivation, but not the second phase, and was therefore unable to express any morphogenetic pathway. In contrast, the K59 responsive (embryogenic) genotype was able to enter both the first and second phases of cell reactivation and was therefore able to undergo SE. β-Glc Y had little effect on the first phase of cell reactivation but proved to be a successful tool to reversibly block SE in the K59 genotype. The use of this reagent together with transcriptome profiling allowed us to identify 8 genes that are potentially involved in the second phase of cell reactivation and/or SE in chicory explants. Two (*AGP*, *REM*) of the 8 genes were associated with cell wall activities underlying the importance of this cellular compartment in developmental processes. Overall, this study allowed us to obtain a detailed description of cell reactivation events in chicory at the cellular and transcriptomic levels and to identify key genes potentially involved in this complex process.

## Methods

### Plant material

Two chicory (*Cichorium intybus *L.) genotypes were used: K59, a 'responsive' (embryogenic) genotype identified on the basis of its capacity to undergo SE, and C15, a 'non-responsive' (non-embryogenic) genotype [2]. Both genotypes belong to the Hungarian landrace Koospol (genetic resource, Ets. Florimond Desprez, Cappelle en Pévèle, France). The C15 genotype was obtained by self pollination of K59, and therefore shares a common genetic background with the latter genotype. Leaf explants obtained from greenhouse plants were cultured in an organogenesis medium [2]. Plantlets were then sub-cultured *in vitro *on solid Heller medium in glass tubes [73].

### SE induction and β-Glc Y-treatment

Leaf explants (approximately 1 cm^2^) were excised from 2-month-old *in vitro *plantlets (K59 or C15 genotypes). Explants (d0 sample) were then 1) frozen in liquid nitrogen for subsequent RNA extraction, 2) fixed for subsequent microscopy, or 3) cultured for 4 days in SE induction medium. For 3), six explants were placed in 20 mL SE induction medium [7] containing either 250 μM β-Glc Y (Y+: treated explants), or no β-Glc Y (Y-: control explants), as described in Chapman *et al. *[1]. β-Glc Y was synthesised from phloroglucinol and p-aminophenyl-D-glycopyranoside precursors (Sigma) according to the method of Yariv *et al. *[74]. Twelve plants of each genotype were used per condition (Y-, Y+).

Explants were cultured on an orbital shaker for 4 days at 35°C in obscurity. After 4 days culture, explants (d4,Y+ or d4,Y-) were 1) frozen in liquid nitrogen for subsequent RNA extraction, 2) fixed for subsequent microscopy, or 3) transferred into new induction medium containing no β-Glc Y and cultured for a further 7 days giving rise to a total culture period of 11 days.

At the end of the 11-day culture period, explants (d11,4Y+ and d11,4Y-) were fixed and examined by microscopy in order to determine the nature of the expressed morphogenetic pathway (if any). Explants (d11,Y+) were also cultured for 11 days in SE induction medium containing either 250 μM β-Glc Y (d11,Y+ samples), or no β-Glc Y (d11,Y- samples).

The β-Glc Y analogs, β-D-mannan Yariv phenylglycoside (β-Man Y) or α-D-galactosyl Yariv (α-Gal Y) are usually used as negative controls in experiments involving β-Glc Y-treatments. However, we did not use either of these controls as we had previously shown [1], (D. Windels, unpublished data), that β-Man Y did not cause any noticeable cytological or morphological modifications in chicory root- or leaf-explants. In addition, a previous detailed study in *Arabidopsis *[36] indicated that β-Man Y induced changes in the expression of 64 genes. The chicory microarrays used in the current study did not include cDNAs corresponding to the genes affected by β-Man Y in *A. thaliana*.

### Histology

Samples (d0, d4 and d11) were fixed in a formaldehyde: acetic acid: ethanol solution (FAE, 3.5:6.5:90, *v/v*.), progressively dehydrated in an alcohol series and infiltrated with Technovit 7100 resin (Kulzer). Sections (3 μm) were cut using a Leica RM 2065 microtome and stained with a 0.5% (w/v) aqueous solution of Toluidine blue O (TBO) (Sigma) for examining cell reorganisation. Some sections were directly observed without any staining to detect the presence of β-GlcY which appears as an orange labelling under brightfield microscopy. Sections were examined with a Leica DM2000 microscope coupled to a Leica DFC320 camera. Images were analysed with the Leica Application Suite program.

Three embedded leaf fragments collected from three *in vitro *plantlets were analyzed per sample. Counting was performed on 200 independent slides; serial sections (12-15 per slide) were obtained from zones separated by at least 3 cell layers (approximately 150 μm) in order to observe different regions of one embedded leaf fragment. This method allows us to determine (i) the shape and volume of the nucleus and nucleolus, (ii) the cell fate in three dimensions, and (iii) the size of multi-cellular structures. Data were collected from the total length of a transversal section then recalculated for 100 parenchyma cells. Statistical tests were done according to the Student-Newman-Keuls method (*P *< 0.05).

### RNA extraction

Total RNA was extracted from d0, d4 control (Y-) and d4 treated (Y+) explants using a Tri reagent kit (Euromedex) and purified with the RNeasy MinElute kit (Qiagen). RNA integrity was checked by capillary electrophoresis (Agilent 2100 Bioanalyser, Agilent technologies).

### Microarray production

Annotated chicory ESTs [2], representing 1,098 unique genes, were used to produce microarrays. These ESTs have been incorporated in the CGPD (Compositae Genome Project Database) [75]. Six microliters of bacterial culture stored with glycerol were put into 100 μl TTE buffer (1% triton × 100, 20 mM Tris-HCl, 2 mM EDTA, pH 8.0) in 96 well plates. Plates were incubated 10 min at 95°C and spun at 1,200 g for 5 min. The cDNA inserts were amplified using aminated adaptator-specific forward primer NP1 and reverse primer NP2 (Clontech) flanking the cDNA insert. For each clone, 3 independent reactions were carried out in a volume of 100 μl containing 1× ThermoPol Detergent Free Reaction Buffer (Biolabs), 2 mM MgCl2, 0.25 mM of each dNTP, 0.25 μM of each primer, 2.5 U of Taq DNA Polymerase (Biolabs) and 7 μl of DNA template in TTE buffer. The PCR reaction was performed for 3 min at 94°C, 35 cycles at 94°C for 30 s, 60°C for 30 s, and 70°C for 90 s, and 70°C for an additional 10 min. The 3 PCR products were mixed and purified using the Multiscreen-PCR Kit (Millipore), analyzed by gel electrophoresis, and quantified by OD measurement at 260 nm. The DNA was dried in a Speed Vac (Savant Instruments), and redissolved in spotting solution (0.1 M MES, 20% DMSO) to obtain a final concentration of 0.5 μg/μl. Preparation and hybridization of cDNA microarrays were performed according to Hot *et al. *[76] except that PCR fragments were spotted three times onto 25×75 mm Codelink Activated Slides (Amersham) using the Affymetrix 417 Arrayer. Spotted slides were treated with blocking solution (50 mM Trizmahydrocloride, 50 mM Tris(hydroxymethyl)aminomethane, 0.3% ethanolamine, pH 9), containing 0.1% SDS at 50°C for 30 min. Slides were washed twice in distilled water for 2 min at room temperature, once in SSC 4× 0.1% SDS for 60 min at 50°C, once in distilled water for 1 min at room temperature, once in distilled water for 2 min at 95°C, and finally twice in distilled water for 2 min at room temperature, before being dried by centrifugation for 5 min at 180 g.

### Transcriptome analyses

Ten μg of total RNA were used for each experiment. Reverse transcription and fluorochrome incorporation were performed in a MJ PTC-200 Peltier Thermal Cycler, using oligo-dT (Roche), the Superscript II Kit (Invitrogen) and CY3- and CY5-labelled d-CTP (Amersham). The QIAquick PCR Purification Kit (Qiagen) was used for target purification prior to 14-18 h hybridization (DigEasy hybridization buffer; Roche) at 42°C in a Corning chamber. Slides were washed successively in 4 ×, 2 × (with SDS 0.1 ×), 0.2 ×, and 0.1 × SSC.

For both genotypes (K59, C15), gene expression profiles were firstly compared between d0 samples (non-induced) and d4 samples (induced) cultured in SE induction medium in the absence of β-GlcY (samples Y-). Gene expression profiles were then compared between d4 samples cultured in the absence of β-GlcY (samples Y-) and in the presence of β-GlcY (samples Y+). In order to compare expression profiles from both genotypes, direct comparison was performed on d0 samples (K59, C15). Three biological replicates were used for each analysed condition. Dye labelling for each paired sample was reversed in two subsequent individual hybridizations giving rise to a total of six hybridizations per condition.

Images were acquired with a GenePix4000B scanner (Molecular Devices, Sunnyvale, CA, USA) and analyzed with GenePix Pro 6.0 software (Axon). Artefactual, saturated, or low-signal spots were eliminated from the analysis and the background subtracted median intensities used for calculations. For each slide a global lowess followed by a print-tip median normalization was performed using R packages [77] as implemented in Goulphar [78]. In order to exclude possible dye effects, all probes exhibiting an opposite behaviour in the swapped-dye experiment were eliminated from the final analysis. To identify genes displaying a change in expression over repetitions, a script utilizing library functions in R with a false discovery rate (FDR) of less than 5% was used for all experimental conditions. Only genes with smooth expression profiles were retained. The SAM [79] was used to identify differentially expressed genes over different conditions and log2(ratio) ≥1 and ≤ -1 were used for filtering gene expression profiles. The Venn Diagram Generator [80] was used to create Venn diagrams. Hierarchical clustering analysis used the Treeview program [81]. The significant transcriptome data are available in additional file 2. All the microarray data have also been submitted to the Gene Expression Omnibus (GEO) database [82]. The accession number is GSE15502.

### Quantitative RT-PCR

Labelling for quantitative RT-PCR was performed with iScript cDNA synthesis kit (Bio-Rad). Primer design (see additional file 3) and quantitative RT-PCR was performed as described in Legrand *et al. *[2]. Relative quantification was performed using the 2^-ΔΔCT ^method [83]. Three biological repetitions and two technical repetitions were done for each experiment. The expression patterns of 6 selected genes that had shown differential expressions in microarray analyses were verified by Q-RT-PCR (see additional file 4). Student t-test was applied on data collected from Q-RT-PCR and microarray analyses. For all comparisons, t values for 0.005 confidence threshold indicated that differences were not significant.

## Abbreviations

SE: somatic embryogenesis; β-GlcY: beta-D-glucosyl Yariv reagent; AGP: arabinogalactan-proteins; E/NE: embryogenic/non-embryogenic; EST: expressed sequence tag; SSH: suppression subtractive hybridization; RC: reactivating cell; FRC: fully reactivated cell; SAM: Significance Analysis of Microarrays; FDR: false discovery rate; TBO: Toluidine blue O; SSC: sodium saline citrate; SDS: sodium dodecyl sulfate.

## Authors' contributions

ALD designed the study, performed transcriptomic analyses and biochemical experiments, contributed to the interpretation of the results and to the writing of the manuscript, and is the corresponding author. LL carried out the histological experiments, RNA extractions and microarray hybridizations, real-time RT-PCR analyses and drafted the manuscript. SL and MCQ contributed to the SSH library production, EST annotation and microarray production. LH contributed to the microarray design and production. DH and YL participated in microarray data processing and interpretation. SH participated in the interpretation of cell wall-related results and writing of the manuscript. JLH participated in planning and supervision of the study, and in reviewing the manuscript. MCQ and TH contributed to the interpretation of the results and to the writing of the original version of the manuscript. ASB contributed to the design of the study, performed and supervised all histological experiments, and interpretation of the results, and participated in the writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Detailed cytological modifications occurring in cultured explants from K59 (responsive) and C15 (non responsive) chicory genotypes during cell reactivation**. Click here for file

Additional file 2 **Log2(ratio) data sets of significant transcriptome analyses. a: putative morphogenetic-related genes specifically expressed in K59 or C15 genotypes**. b: putative cell-reactivation and stress response-related genes showing common regulations in K59 and C15 genotypes. c: genes without a direct role in cell reactivation or morphogenesis and whose expression is specifically modified in response to β-Glc Y. Data columns: K59 d4 *vs*. 

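Additional file 2 lists 135 genes, 78 in part a, 46 in part b and 11 in part c, all of which match a probe of the deposited table by clone. Its values are log2 ratios with the numerator named first. Deposited values are missing for 5 of the genes in K59 d4 vs. K59 d0, 1 in C15 d4 vs. C15 d0, 11 in K59 Y+ vs. Y- and 1 in C15 Y+ vs. Y-. For β-Glc Y the values of the file correlate with the deposited ones with r = 0.67 (Spearman 0.24) in K59 and 0.62 (Spearman 0.17) in C15 across genes, and the signs matched for 56 of 124 genes in K59 and 67 of 134 in C15. Where either value reached the threshold, the signs matched for 121 of 121 genes in K59 and 55 of 55 in C15 after induction, and for 16 of 22 in K59 and 16 of 24 in C15 after β-Glc Y.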

K59 d0; C15 d4 *vs*. C15 d0; K59 4 d *in vitro *induction in presence of β-GlcY *vs*. K59 4 d *in vitro *induction in absence of β-GlcY; C15 4 d *in vitro *induction in presence of β-GlcY *vs*. C15 4 d *in vitro *induction in absence of β-GlcY; K59 d0 *vs*. C15 d0; SAM score for differentially expressed genes. Click here for file

Additional file 3 **Primer sets used for real-time RT-PCR**. Click here for file

Additional file 4 **Q-RT-PCR results compared with microarray results. A: K59 d4 *vs***. K59 d0; B: C15 d4 *vs*. C15 d0; C: K59 4 d *in vitro *induction in presence of β-GlcY *vs*. K59 4 d *in vitro *induction in absence of β-GlcY; D: C15 4 d *in vitro *induction in presence of β-GlcY *vs*. C15 4 d *in vitro *induction in absence of β-GlcY. Student t-test was applied on data collected from Q-RT-PCR and microarray analyses. For all comparisons calculated t values for 0.005 confidence threshold, indicated that differences were not significant. Click here for file

# Supplementary material for: Identification of novel genes potentially involved in somatic embryogenesis in chicory (Cichorium intybus L.)
**Source:** BMC Plant Biol. 2010 Jun 22;10:122. doi: 10.1186/1471-2229-10-122
**Supplement:** Additional file 1 — Detailed cytological modifications occurring in cultured explants from K59 (responsive) and C15 (non responsive) chicory genotypes during cell reactivation.

Additional file 1. Detailed cytological modifications occurring in cultured explants from K59 (responsive) and C15 (non responsive) chicory genotypes during cell reactivation. Measures were made on serial sections/slide, and on a total of 200 slides (corresponding to nine leaf-fragments for each genotype). N/A = not applicable, ND = not determined.

[illegible]

This document was created with Win2PDF available at <http://www.win2pdf.com>.  
The unregistered version of Win2PDF is for evaluation or non-commercial use only.  
This page will not be added after purchasing Win2PDF.

# Supplementary material for: Identification of novel genes potentially involved in somatic embryogenesis in chicory (Cichorium intybus L.)
**Source:** BMC Plant Biol. 2010 Jun 22;10:122. doi: 10.1186/1471-2229-10-122
**Supplement:** Additional file 3 — Primer sets used for real-time RT-PCR.

### Additional file 3 - Primer sets used for real-time RT-PCR

| Gene                     | Accession no | Sense primer (5' - 3')   | Anti-sense primer (5' - 3') |
|--------------------------|--------------|--------------------------|-----------------------------|
| <i>AGP</i>               | DT212818     | CCCAGATGCTCACCCACTTCC    | TCAAACACCACCCCTCAACTACC     |
| <i>REM</i>               | DT211027     | CGTCGAAAGGAAGCTGGAGGAG   | CTCTGGTTGATTCAGCGGATGC      |
| <i>MT1</i>               | DT211058     | CGACGATCACGGTGGCGG       | AAGTGCGGATGCGGCTCAAG        |
| <i>SN2</i>               | DT211070     | CTCGCCACTGGTTGGAACG      | GACCCACAAAACACTGCTGC        |
| <i>RPT6</i>              | DT212545     | GAAGCATCAAATAAAATCAAGGTC | ATCAATACGGTTTGTAGCCATC      |
| <i>HMG-CoA reductase</i> | DT213261     | TTCTGGGCAGGGTCTTGTCC     | CCTCACTGGGTCTGCGATGG        |
| <i>actine</i>            | DY8000534    | TCACCACCACAGCCGAACG      | GCAGCTTCCATTCCGATGAGAG      |

This document was created with Win2PDF available at <http://www.win2pdf.com>.  
The unregistered version of Win2PDF is for evaluation or non-commercial use only.  
This page will not be added after purchasing Win2PDF.

# Supplementary material for: Identification of novel genes potentially involved in somatic embryogenesis in chicory (Cichorium intybus L.)
**Source:** BMC Plant Biol. 2010 Jun 22;10:122. doi: 10.1186/1471-2229-10-122
**Supplement:** Additional file 4 — Q-RT-PCR results compared with microarray results. A: K59 d4 vs. K59 d0; B: C15 d4 vs. C15 d0; C: K59 4 d in vitro induction in presence of β-GlcY vs. K59 4 d in vitro induction in absence of β-GlcY; D: C15 4 d in vitro induction in presence of β-GlcY vs. C15 4 d in vitro induction in absence of β-GlcY. Student t-test was applied on data collected from Q-RT-PCR and microarray analyses. For all comparisons calculated t values for 0.005 confidence threshold, indicated that differences were not significant.

# Additional file 4 - Q-RT-PCR results compared with microarray results.

A: K59 d4 vs. K59 d0; B: C15 d4 vs. C15 d0; C: K59 4d *in vitro* induction in presence of  $\beta$ -GlcY vs. K59 4d *in vitro* induction in absence of  $\beta$ -GlcY; D: C15 4d *in vitro* induction in presence of  $\beta$ -GlcY vs. C15 4d *in vitro* induction in absence of  $\beta$ -GlcY. Student t-test was applied on data collected from Q-RT-PCR and microarray analyses. For all comparisons calculated t values for 0.005 confidence threshold, indicated that differences were not significant.

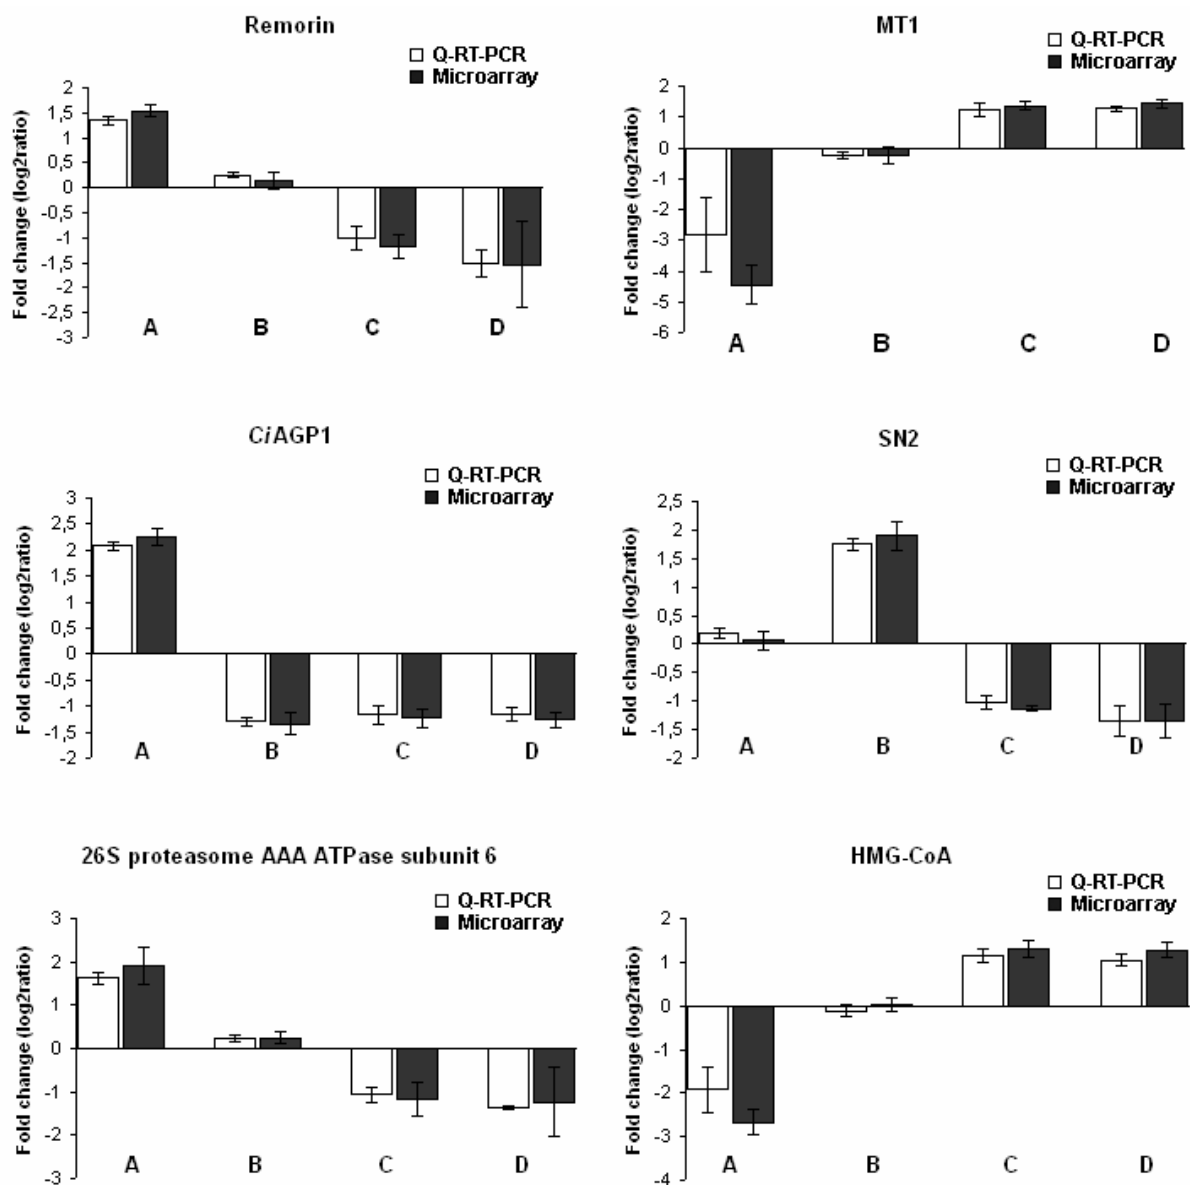

This document was created with Win2PDF available at <http://www.win2pdf.com>.  
The unregistered version of Win2PDF is for evaluation or non-commercial use only.  
This page will not be added after purchasing Win2PDF.

How the deposited data were processed for this re-analysis (not part of the article)

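RNA of leaf explants of the chicory genotypes K59 (embryogenic) and C15 (non-embryogenic) was compared on 2-colour cDNA microarrays in 5 comparisons: d4 vs. d0 of SE induction in each genotype, 4 days with 250 µM β-Glc Y vs. 4 days without it in each genotype, and K59 d0 vs. C15 d0. The deposited values are log2 ratios that the authors made from background-subtracted median spot intensities, after removing artefactual, saturated and low-signal spots, by a global lowess and a print-tip median normalization of each slide in R, and after removing probes with opposite behaviour in the dye swap. These steps are already in the values. The FDR filter and SAM of the methods need the separate hybridizations and were not repeated. The 3 biological replicates and 6 hybridizations that the methods state were reduced to 1 value per probe and comparison, and how is not stated. Single hybridizations and spot intensities were not analysed here, so no spread, standard error or p-value is given, and the precision of each value is unknown. Centring is as deposited: the medians were 0.10, 0.06, 0, 0 and 0 in the order of the comparisons above. Direction was taken from the sample labels, and for induction the scale and direction were checked against Additional file 2. For K59 d0 vs. C15 d0 the direction is not settled.

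From these values, probes at or beyond a log2 ratio of 1 or -1 were counted, as in the methods, over probes with the values a count needs. Pearson and Spearman correlations were computed across probes, which are not independent replicates. The C15 values of probes regulated in K59 only were placed among 10000 random lists of the same size, drawn from the 811 probes with both induction values. The lists were not matched on expression, since no intensities were used. The counting and the random lists were tested on simulated data of 2112 probes, in which 8 of 8 planted counts were recovered, and 1000 random lists placed a list with no shift at percentile 44.3 and a list shifted by 0.2 at percentile 100. Gene names come from Additional file 2 alone, matched by clone. The genes named are the 19 of Fig. 5, the 2 highest and 2 lowest probes of each comparison, and every probe past the threshold in opposite directions in K59 and C15 after induction. Other probes are named only where the text says so or where Additional file 2 gives the gene, and 4 such genes regulated by β-Glc Y were chosen after their values were seen. The accessions that the text cites from an earlier library, for glutathione S-transferases, catalase and another MT1 clone, are paired with no probe in Additional file 2 and have no value here.

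Before the data were examined, these alternatives were set: a threshold of 0.95 or 1.5, subtracting the median of each comparison, counting only probes with all 5 values, counting only genes of Additional file 2, counting a β-Glc Y change in at least 1 genotype, and requiring the log2 ratios of the genotypes to differ by at least 1. Averaging several probes of the same gene was also set but could not be run, because no table used here gives the accession of every probe. Leaving out exact values of 0.00 at d0 and subtracting plate medians were added later. Values of Additional file 2 were compared with the deposited ones against the spread of their differences in each comparison (scaled median absolute deviation), since neither has a stated error. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.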

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

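The tests on d0 in this part were chosen after the results were seen. After induction, 4 probes passed the threshold in opposite directions in K59 and C15. The AGP was higher in K59, by 2.98 on the log2 scale. Clones E009H4 and E012H9 and an E3 ubiquitin ligase (clone N104F8) were lower in K59, with differences of -2.51, -2.81 and -2.45. The paper discusses the AGP among these. E009H4 had log2 ratios of -1.11 in K59 and 1.4 in C15, E012H9 -1.71 and 1.1, and N104F8 -1.44 and 1.01. The difference was not tested, since each genotype has 1 value per probe. After subtracting the median of each comparison N104F8 falls to 0.95 in C15, under the threshold. No technical explanation was tested for these 4 probes, and a genotype difference is untested as well.

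Many probes outside Additional file 2 passed the threshold: 247 in K59 d4 vs. K59 d0, 72 in C15 d4 vs. C15 d0, 14 in K59 and 40 in C15 after β-Glc Y, and 40 in K59 d0 vs. C15 d0. The paper reports only the genes that passed its FDR and SAM filters. Without the separate hybridizations it is not known how many of these probes failed those filters and how many are further clones of reported genes, and no biological explanation was tested.

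For d0, a candidate explanation of the 40 probes is error in d0 RNA shared with the induction comparisons. It predicts correlations of opposite sign with K59 and with C15 induction, because K59 d0 is the numerator at d0 and the denominator in induction, whereas C15 d0 is the denominator in both. Over all probes with both values the correlation was negative with both, -0.54 with K59 and -0.52 with C15. This argues against that error as the whole cause of these correlations, whichever way the d0 ratio points. It does not settle the 40 probes themselves. Of these, 36 also passed the threshold in K59 induction. The sign was opposite for 35 of the 36, which error in K59 d0 RNA predicts for the labelled direction. The same count was not made for C15. For the 40 probes such error stays open. It cannot be told apart from a dye or intensity bias, possible if this comparison had no full dye swap. Nor can either be told apart from a state of K59 leaves at d0 that differs from C15, because no intensities were at hand and d0 has 1 value per probe.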

How the results depend on the processing

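Under median centring, 1 of 151 named values crossed the threshold. No value past the threshold could change sign, because the largest median subtracted was 0.10, so the signs were not tested by this setting. Of 58 counts recomputed, 31 stayed within 1.5 times the main count. The cause of the other changes was not tested beyond what each setting does by construction. Subtracting the median kept all 10 counts within 1.5 times, but of the probes with opposite directions, 5 were counted instead of 4, with 3 higher in K59 instead of 1. The probes in K59 only went from 137 up and 97 down to 107 up and 106 down, so the excess of up-regulated probes did not hold. Among settings chosen after seeing the data, subtracting plate medians left 17 probes regulated by β-Glc Y in both genotypes instead of 24, with 6 up as before and 11 down instead of 18, and leaving out values of exactly 0.00 left the 40 probes at d0 at 40.

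A threshold of 1.5, which by construction keeps fewer probes, left 218 in K59 and 55 in C15 after induction, 14 at d0 and 1 in both genotypes after β-Glc Y. It left 153 in K59 only (61 up and 92 down), 2 in C15 only, 49 in the same direction and 0 in opposite directions. It left 0 probes regulated by β-Glc Y and differing between genotypes, and 0 regulated by β-Glc Y alone. A threshold of 0.95 raised the last number from 6 to 10.

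Counting only genes of Additional file 2 left 106 in K59, 43 in C15, 0 at d0 and 14 after β-Glc Y in both genotypes. It left 66 in K59 only, 1 in C15 only, 38 in the same direction, 2 in opposite directions and 7 regulated by β-Glc Y and differing between genotypes. Counting only probes with all 5 values left 197 in K59, 119 in K59 only and 0 in C15 only. Requiring a difference of at least 1 between genotypes left 151 in K59 only. A β-Glc Y change in at least 1 genotype gave 68 probes, 21 of them differing between genotypes and 29 not regulated by induction.

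Over all probes the β-Glc Y correlation between genotypes was 0.77 instead of 0.54, and over probes within the threshold the induction correlation was 0.44 instead of 0.79. No paired analysis was possible because each comparison has 1 value per probe. Averaging probes of the same gene was not run. Signal over background was not at hand, so what weak spots limit is unknown.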

Differences from the paper's values

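Counts here are of probes before FDR and SAM, whereas the paper's are of unique genes after them, which is a limit of the comparison. The paper's number of genes specifically or differentially regulated in K59 is 75, against 238 probes here. Its number for both groups of differing genes is 78, against 244. Both fall within 1.5 times the paper's when only genes of Additional file 2 are counted (68 and 69) and under no other alternative set before the data were examined. That setting is circular, since part a of the file is the paper's own list of 78 genes and part b that of its 46, and it says nothing on the gap. The paper's 3 genes regulated in C15 stand against 6 probes, and a threshold of 1.5 (2) or a difference between genotypes of at least 1 (4) comes within 1.5 times, the other alternatives not. These are unlike sets. By the values of Additional file 2 the paper's 3 genes are defensin SD2 (clone N102D12), SN2 and VSP (clone N101E4), and 0 of them are among the 6 probes. The first 2 have no deposited K59 value and cannot be counted, and VSP has 0.53 in C15. The paper's 46 genes regulated similarly stand against 94 probes, and a threshold of 1.5 (49) or genes of Additional file 2 (38, circular as above) come within 1.5 times, the others not. The paper's 11 genes changed by β-Glc Y and not by induction stand against 6 probes, and only a threshold of 0.95 (10) comes within 1.5 times. Of these 11 genes, EDGP and PI2 passed the threshold after β-Glc Y in both genotypes. They have no deposited K59 induction value and cannot be counted among the 6. The paper's 19 and 8 genes changed by β-Glc Y are within 1.5 times of the 24 and 11 probes here. These sets overlap only in part. The 24 probes include 10 genes of Fig. 5, 5 of them in panel A. DEA1, in panel A, stayed within the threshold after induction and is not among the 11.

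Of 71 values of Additional file 2 for the genes of Fig. 5, 21 differed from the deposited ones by more than the spread of such differences in their comparison, or in sign for a called value. That spread is the scaled median absolute deviation of the same kind of differences over all genes of the file. A share of values therefore lies beyond it by construction, and a small difference listed below may be ordinary scatter. Median centring, the only alternative set for these values that was run, removed 1 of these differences, that of the serine-type endopeptidase inhibitor in C15 after induction, and added 4 in K59 induction, for SDI-9, MT1, HMG-CoA reductase and the serine-type endopeptidase inhibitor. For induction in K59, the paper's values are 2.09 for AGP, 1.35 for REM, 1.68 for RPT6 and -1.22 for DEA1, against 1.55, 1.11, 1.23 and -0.28. They are 0.051 for PGIP, 0.18 for PAB1 and 0.071 for LBD41, against 0.65, 0.84 and 0.57. For induction in C15, the paper's values are 1.84 for SDI-9, -0.23 for MT1, -0.12 for HMG-CoA reductase and 0.22 for PI2, against 0.75, -1.29, -0.52 and 0.90. They are 0.18 for the protein kinase and 0.33 for the serine-type endopeptidase inhibitor, against -0.25 and 0.57. For β-Glc Y in K59, the paper's values are -1.15 for AGP and 1.23 for MT1, against -1.81 and -0.97. For β-Glc Y in C15 they are -1.23 for RPT6, -0.99 for SDI-9, 1.27 for MT1 and 1.05 for HMG-CoA reductase, against -1.89, -1.38, -0.97 and 1.4. They are 1.19 for LBD41 and -1.00 for the serine-type endopeptidase inhibitor, against 0.89 and -0.60.

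Of 23 bars marked as microarray in Additional file 4, read by eye, 12 differed from the deposited value by more than the drawn error bar, whose kind is not stated, and median centring removed none of these differences. The Q-RT-PCR bars of that file were not used. For REM the paper's bar is about 1.5 in K59 induction and about -1.2 in K59 with β-Glc Y in Additional file 4, against 1.11 and -0.95. For MT1 the bars are about -4.5 and about -0.24 for induction in K59 and C15, against -2.88 and -1.29, and about 1.3 and about 1.5 with β-Glc Y, against -0.97 and -0.97. For AGP the bars are about 2.3 in K59 induction and about -1.2 in K59 with β-Glc Y, against 1.55 and -1.81. For SN2 the bar is about -1.2 in K59 with β-Glc Y, against -0.91. For RPT6 it is about 1.9 in K59 induction, against 1.23. For HMG-CoA reductase the bars are about -2.7 and about 0.03 for induction in K59 and C15, against -2.05 and -0.52.

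Beside these values, the paper states that MT1 rises with β-Glc Y in both genotypes and is not regulated in C15 during induction, whereas the deposited log2 ratios are -0.97, -0.97 and -1.29. Fig. 5 draws DEA1 as repressed in K59 during induction and SDI-9 as induced in C15, where the deposited values, -0.28 and 0.75, are within the threshold. It states no significant differences at d0, where 40 probes outside Additional file 2 passed the threshold.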

Other observations

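The tests on the group of low probes, the values of 0.00 and MT1 and the use of d0 in the test of probe bias were chosen after the results were seen, and the other 3 were set before the data were examined. All were run on the same values in which the patterns were found.

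A candidate explanation of the probes regulated in K59 only is a response in C15 of the same direction that stays below the threshold. Of the 137 probes up-regulated in K59 only, 119 had a C15 value above 0.01, the C15 median of the 811 probes with both values, and of the 97 down-regulated, 84 had one below it. The group medians, 0.23 and 0.39 away from 0.01 in the direction of K59, were above those of 100% of 10000 random lists in both groups. The lists were drawn from the same 811 probes, over which the genotypes correlate with r = 0.79, so this restates that correlation and decides nothing more. In C15, 112 of the 137 and 56 of the 97 probes lay within 0.5 of 0. A weak response and no response in C15 cannot be told apart for these from 1 value per probe.

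The larger number of regulated probes in K59, 353 against 115, goes with a wider spread of all K59 values. Among the 473 probes within the threshold in both, the spread was 0.59 in K59 and 0.24 in C15, a factor of 2.50. After dividing K59 values by this factor, 85 probes passed the threshold, 0.739 times the number in C15. This restates the wider spread, since the same factor moves every probe, and does not show its cause. A wider response of K59 tissue and a wider scale of the K59 arrays may both give it and cannot be told apart from 1 value per probe.

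The β-Glc Y log2 ratios of K59 and C15 correlate outside the called probes as well (r = 0.54). Probe bias common to all hybridizations may produce such a correlation. Induction in the other genotype, which shares no RNA, gave 0.0163 with K59 and 0.0869 with C15. The value of 0.0163, from C15 induction, argues against such bias as the whole cause. The value of 0.0869 decides little, because K59 induction has a wider spread (1.16 against 0.30 in C15), which would weaken such a correlation. K59 d0 vs. C15 d0, which shares no RNA either and was added to this test later, gave -0.19 with K59 and -0.28 with C15. These are larger in size than the values for induction and smaller than 0.54. Their direction is not settled, so a part from such bias stays open. A weak response common to both genotypes also stays open, untested.

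Of the 54 probes at or below -0.75 after β-Glc Y in both genotypes, 57.4% were on 4 clone plates, against 25.7% of all 1044 probes with both values. These plates were chosen because they held the most of the 54 probes, so some excess is by construction. In 48 of the 54 the value was lower in C15. An offset of whole plates may lower them, but 43 of 54 stayed at or below -0.75 in both genotypes after plate medians were subtracted. Several clones of the same gene may also share a value. The 18 probes that Additional file 2 names are not all of 1 gene, as the 14 with an Arabidopsis hit have 14 different hits. For the 36 probes without a name this cannot be told, and they may be further clones of the named genes or of each other. Cross-contamination of clones or spots was not tested and stays open beside a common response to β-Glc Y.

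Of the 57 values of exactly 0.00 at d0, rounding may explain some, but each neighbouring value from -0.05 to 0.05 occurred 9.8 times on average and at most 13 times. The excess lay among genes of Additional file 2, with 48 values of 0.00 against an average of 1.7 for their neighbouring values. The other probes had 9, against an average of 8.1. Values filled in for the genes of Additional file 2 are a candidate explanation, found and tested on the same data.

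MT1 has opposite signs after β-Glc Y in Additional file 2 and in the deposited table. The row of another probe may have been used. In a search, 0 other probes held values within 0.2 of those of Additional file 2 in all 4 comparisons of Fig. 5, but only 13 of 119 genes of the file with all 4 values came that close to their own probe, so the search decides nothing. The conflict is not limited to MT1. Where either source reached the threshold after β-Glc Y, the signs differed for 6 genes in K59 and 8 in C15, and all of these, MT1 included, are among the 54 low probes. This is in part by construction, since the 54 were chosen for low deposited values. Of the 18 named probes in that group, 8 are below 0 in both genotypes in Additional file 2, all 8 of them genes of Fig. 5. The 9 named probes not in Fig. 5 have values from -0.15 to 0.45 there. The paper also measured MT1 by Q-RT-PCR and reports no significant difference from its own microarray values. Those Q-RT-PCR measurements were not used here. From the array values alone, which of both sources is in error stays open for MT1 and for these probes. Whether the low deposited values of the group reflect expression stays open too.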
